# Differential temporal expression of milk miRNA during the lactation cycle of the marsupial tammar wallaby (*Macropus eugenii*)

**DOI:** 10.1186/1471-2164-15-1012

**Published:** 2014-11-23

**Authors:** Vengamanaidu Modepalli, Amit Kumar, Lyn A Hinds, Julie A Sharp, Kevin R Nicholas, Christophe Lefevre

**Keywords:** Lactation, Marsupials, Micro RNA, Milk, Development, Mammary gland, Exosome

## Abstract

**Background:**

Lactation is a key aspect of mammalian evolution for adaptation of various reproductive strategies along different mammalian lineages. Marsupials, such as tammar wallaby, adopted a short gestation and a relatively long lactation cycle, the newborn is immature at birth and significant development occurs postnatally during lactation. Continuous changes of tammar milk composition may contribute to development and immune protection of pouch young. Here, in order to address the putative contribution of newly identified secretory milk miRNA in these processes, high throughput sequencing of miRNAs collected from tammar milk at different time points of lactation was conducted. A comparative analysis was performed to find distribution of miRNA in milk and blood serum of lactating wallaby.

**Results:**

Results showed that high levels of miRNA secreted in milk and allowed the identification of differentially expressed milk miRNAs during the lactation cycle as putative markers of mammary gland activity and functional candidate signals to assist growth and timed development of the young. Comparative analysis of miRNA distribution in milk and blood serum suggests that milk miRNAs are primarily expressed from mammary gland rather than transferred from maternal circulating blood, likely through a new putative exosomal secretory pathway. In contrast, highly expressed milk miRNAs could be detected at significantly higher levels in neonate blood serum in comparison to adult blood, suggesting milk miRNAs may be absorbed through the gut of the young.

**Conclusion:**

The function of miRNA in mammary gland development and secretory activity has been proposed, but results from the current study also support a differential role of milk miRNA in regulation of development in the pouch young, revealing a new potential molecular communication between mother and young during mammalian lactation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1012) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are small RNAs involved in post-transcriptional regulation of target mRNAs, thereby regulating protein expression levels. miRNAs have crucial roles in regulating a wide range of cellular functions, such as cell differentiation, proliferation and cell death [1, 2]. Recent studies have shown that secretory miRNAs are found in body fluids including breast milk [3], saliva [4], plasma [5] and urine [6]. The presence of circulating or secreted miRNAs in these body fluids has suggested that secretory miRNAs may function in extracellular cell to cell signalling and participate in intercellular regulation of cell function [7]. It has also been reported that secretory miRNAs, and in particular milk miRNA, may be secreted inside small vesicles called exosomes [3]. Exosomes are small lipid-bilayer membrane vesicles, which are released by cells into the extracellular environment and carry various components including peptides, protein, mRNAs and miRNAs [8]. Exosome packaging is considered as a key factor for the stability of secretory miRNAs in the degrading conditions of the extracellular environment [9]. Apart from being secreted in exosomes, milk miRNAs may also be secreted by an alternative mechanism through milk fat globules [10]. Production of milk is a complex process; milk is composed of various bioactive components supporting early development of the neonate [11, 12]. Therefore it is important to fully understand the functional role of miRNA in milk. Expression studies of milk miRNAs have so far been reported in several eutherian species including human [13], bovine [14], pig [15] and goat [16], and have shown that a number of these miRNAs are related to immune regulation, suggesting they may regulate the immune system of sucklings. In addition, miRNAs are known to have important roles in various biological processes, including organogenesis and morphogenesis during fetal development. Gene knockout studies in laboratory models such as zebra fish and mouse have demonstrated that miRNAs are involved in development through post-transcriptional regulation of mRNA expression [17, 18].

In mammals, the change from intrauterine to extrauterine life is a major transition that is exclusively supported by maternal milk provision. Limited development of neonates is observed after a short gestation in primitive mammals like marsupials and monotremes, and milk has a vital role in supporting the development of immature new born during their early postnatal life [19]. During evolution of mammals, marsupials and eutherians have adopted different reproductive strategies which have given rise to a marked difference in maturation at birth [20]. Eutherians, including humans, undergo a long gestation period allowing greater foetal development *in utero* and their composition of milk does not change significantly except for the short period of colostrum production at the onset of lactation [21]. In contrast, marsupials such as the tammar wallaby (*Macropus eugenii*) have a short gestation followed by a long lactation, and the composition of milk changes significantly throughout the lactation cycle to provide factors for growth and development of the immature neonate [12, 20]. As a result of a short gestation and long lactation period, a significant part of development and growth of the marsupial young occurs postnatally during early lactation [22], and signalling factors necessary for development of the neonate may be secreted by the marsupial mammary gland [23]. Mammalian neonates generally receive immune protection from milk (or colostrum) immediately after birth. In marsupials in particular, the newborn, which does not receive any passive immunity during foetal development, lacks a mature immune system and this renders them more vulnerable to pathogenic infections and therefore they are highly dependent on maternal immune source via milk for adequate protection [24, 25].

Studies of the lactation systems of marsupial such as the allied rock wallaby (*Petrogale assimilis*) [26], the north American opossum (*Didelphis Virginiana*) [27] and the tammar wallaby (*M. eugenii*) [12, 28] shown significant changes in their milk composition throughout lactation in marsupials. The tammar wallaby is the one of most studied marsupials and its lactation period is divided into three phases based on the composition of the milk, growth and behaviour of the young (phase 2A, phase 2B and phase 3, while gestation is phase 1) [29]. The tammar wallaby gives birth to a single altricial young after 28 days of gestation (phase 1 of the reproductive cycle). The new born weighs approximately 440 milligrams at birth [30]. During the early phase of lactation (Phase2A, ~100 days), the young is permanently attached to the teat and the mother secretes dilute milk with a low concentration of protein and lipids but a high concentration of complex carbohydrates [31]. In mid-lactation (phase2B, ~day 100 to 200) the young remains in the pouch without being permanently attached to the teat and milk composition remains similar although changes in milk protein composition have been observed [32]. During the final stage of lactation (Phase3, ~day 300–325), the pouch young begins feeding on vegetation but still consumes milk from the mother. During this phase of lactation, the milk becomes rich in protein and lipids with a reduction in the concentration of carbohydrates [33]. The continuous change in the composition of milk proteins has important roles for the development of the pouch young [34] and therefore the tammar provides an exceptional model to correlate milk composition with the defined developmental changes of joeys during lactation, and the identification of new activates in milk associated with molecular signals [35].

The aims of the present study were first to confirm the presence and identify small RNA in marsupial milk, particularly focusing on regulatory miRNA, and to quantitatively profile the dynamics of marsupial milk miRNA expression during the lactation cycle. In addition, this investigation compared miRNA in lactating mothers milk and circulating blood serum in order to investigate the possibility of transfer of blood miRNA into milk. Finally the study evaluated the putative transfer of milk miRNAs from the mother to the circulatory system of the neonate. Overall, the study supports the concept that milk miRNA represent new signalling agents in the molecular relationship between mother and young that has evolved in mammals.

## Results

### Tammar wallaby milk contains RNA and is enriched in miRNA

First, to confirm the presence of RNA in marsupial milk, RNA was purified from tammar wallaby milk collected at day 250. The results confirmed that tammar milk contains significant quantities of total RNA (319.28 μg/ml) and small RNA (sRNA). Profiling on the Bioanalyzer (Figure 1A) showed that a large proportion of milk total RNA was small RNA 83% (265.06 μg/ml) with miRNA representing approximately 66% of total milk RNA (210.65 μg/ml). However, these values may be considered approximate, as the results are obtained from milk that has been through a single freeze-thaw cycle, even though the milk exosomal miRNAs were shown to be partially stable during multiple freeze-thaw cycle [3, 36].

**Figure 1:**
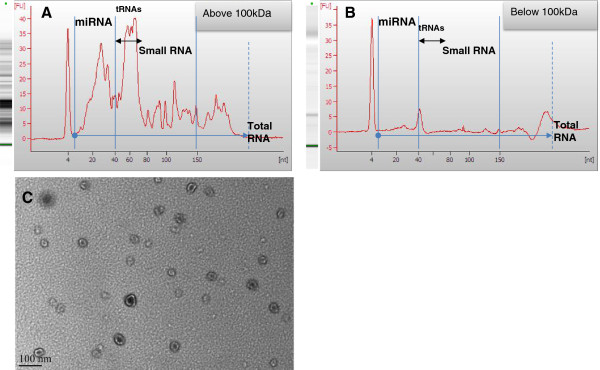
**Tammar milk small RNA profiling on the Bioanalyzer.** RNA from tammar milk exosome co-fraction was analysed on the Bioanalyzer. **(A)** RNAs were mainly detected in the exosome co-fraction, but not in the **(B)** 100 kDa eluted fraction. **(C)** Exosomes vesicles detected by TEM in the exosome fraction.

### Tammar wallaby milk miRNA co-purifies with exosome-like vesicles

To analyse the compartmentalisation of small RNA in milk, tammar milk was fractionated by a series of ultracentrifugation steps followed by filtering as described in methods. Small RNA was shown to remain in the supernatant after ultracentrifugation at 60,000 g for 1 hour and did not pass through a 100 kDa filter (compare Figure 1A and Figure 1B), suggesting that the RNA is likely associated with either high molecular weight complexes or small vesicles. TEM microscopy of the RNA enriched fraction (Figure 1C) revealed that the fraction was also enriched in vesicles of 40 –80 nm diameter, exhibiting similar structure to exosomal vesicles previously reported in milk preparations from eutherian species [13, 36]. These results suggest that RNA is most likely transported within exosomes in tammar milk, although we cannot exclude association with large protein complexes. Further, to analyse the stability of miRNA in the milk exosome fraction under conditions similar to the stomach environment, the exosome preparations were incubated at pH4 and pH1.5, and treated with RNAse (Figure 2). Free synthetic exogenous miRNAs were added to the preparation as a control. The results showed that milk miRNAs were more stable in acidic medium and highly resistant to RNAse treatment in comparison to exogenous miRNAs. This suggests that milk miRNAs in exosome were protected, supporting exosome packaging as a likely factor for their stability.

**Figure 2:**
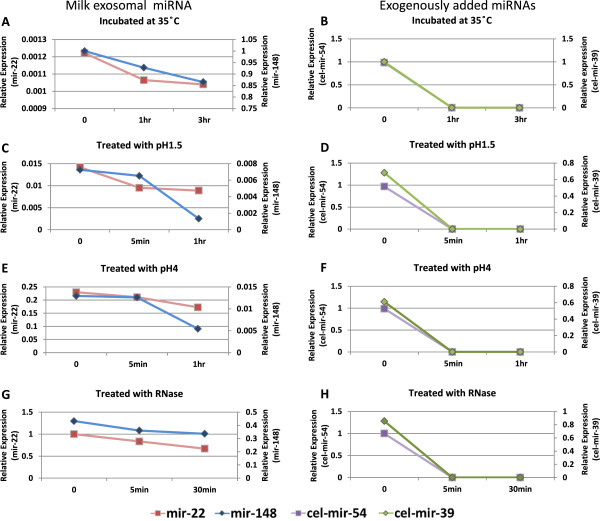
**Stability of tammar milk miRNAs under digestive conditions.** The stability of tammar milk miRNAs tested under various conditions by incubating the milk exosome preparation at **(A & B)** 35°C, **(C & D)** pH1.5, **(E & F)** pH4 and **(G & H)** with RNase. (Left panel) the expression levels of milk exosomal miRNAs mir-22 and mir-148 and, (right panel) the expression level of exogenously added miRNAs cel-mir-54 and cel-mir-39.

### Tammar wallaby milk miRNA profiling

In order to characterise the small RNA population of tammar milk, seven small RNA libraries were sequenced on an Illumina hiseq 2000 sequencer. 

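Small RNA was sequenced from 5 milk and 2 blood serum samples of lactating tammar wallabies, with 1 column of values for each. The series record also mentions a duplicate of day 175, which was not analysed here, and it is not known whether the day 175 values include it. According to the paper, milk of 10 females was pooled at day 35, of 5 females at day 72 and of 4 females each at days 118, 175 and 250, and serum came from 2 females each at days 118 and 175. The sample labels, and the paper's methods with its 5 females, give day 75 for the milk that the paper's results call day 72, and the labels give day 120 for the day 118 milk and serum. The days of the paper's results are used throughout. The authors counted the reads of known miRNAs with miRanalyzer and deposited the percent of annotated miRNA reads that each miRNA took in each library, rounded to 3 decimals. In these values 0 stands for a miRNA that was present at under 0.0005%, and an empty entry stands for an absent miRNA. Of the 346 miRNAs named, 102 were listed in at least 1 library and 96 were above 0 in at least 1. The values hold no read counts, so the depth is unknown from them. The totals in the paper's Table 2 multiplied by its aligned percentages give 1749504, 3563457, 1988479, 3973567 and 4151835 miRNA reads for milk at days 35, 72, 118, 175 and 250, and 7700518 and 2794519 for serum at days 118 and 175. Rounding alone leaves a printed share uncertain by 0.0005 percentage points either way. Counting error and the spread between pools and libraries come on top and were not computed. With 1 column of values per time point there is no replicate error, and differences between days are given without a test. For correlations and log2 values absent entries were taken as 0, and 0.001 was added to each percentage before taking log2. Reads of closely related miRNAs, such as the let-7 members or miR-10a and miR-10b, could be split between them by the counting, and miR-181c and miR-181a are listed as one entry.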

RNA samples were isolated from milk at various stages of lactation and from two additional samples isolated from the blood serum of lactating wallabies also used for milk collection at 118 and 175 days of lactation. Small RNA library sequencing reactions produced from 9 to 13 million raw reads, which were cleaned by removal of low quality reads, reads contaminated with 3 prime and 5 prime adaptor sequences, adaptor only sequences and sequences shorter than 18 nucleotides (Table 1). A total of 4 to 13 million high quality reads were recovered from the libraries. The sequence length distribution of small RNA showed the highest abundance at 22 nt, indicating miRNA-like sequences were the most abundant sequences identified in the majority of samples, representing from 20 to 62% of total RNA sequence reads (Figure 3 and Table 2). Milk samples from Day-72 and phase-3 also showed a high proportion of 30–31 nt sequences mainly representing transfer RNA fragments.

**Table 1:** **Processing of wallaby small RNA libraries**

	Day-35	Day-72	Day-118	Day-175	Day-250	D-118 serum	D-175 serum
**Total reads**	12381908	12134643	13784187	12309932	13709829	14309026	10205531
**High quality**	12335856	12089154	13751725	12280357	13658689	14256868	10180431
**3′adapter**	92168	88219	59397	64848	52910	72041	89445
**Insert**	439041	323346	237928	81011	79542	194066	232346
**5′adapter**	101546	18404	33582	54636	44400	105075	99390
**< 18 nt**	1821675	376879	2041588	1288530	1392025	440562	669988
**polyA**	5	186	311	87	190	6	63
**Clean reads**	9881421	11282120	11378919	10791245	12089622	13445118	9089199

**Figure 3:**
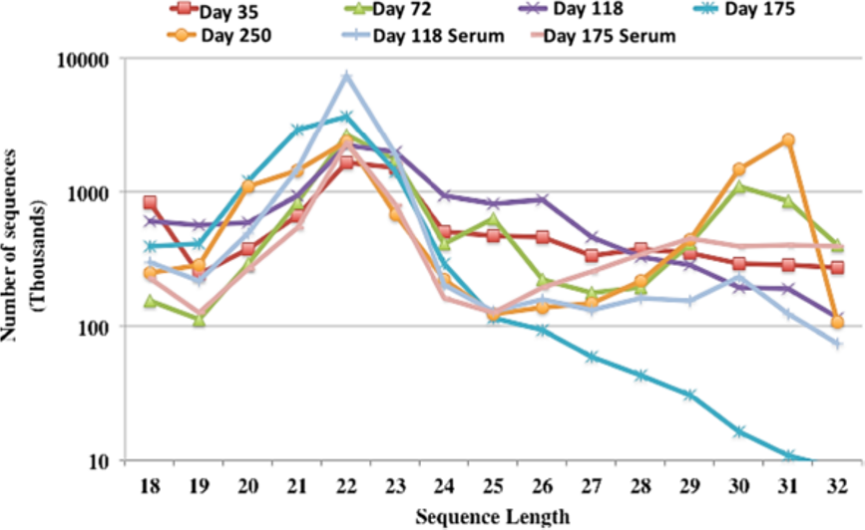
**The distribution of small RNAs of various lengths (18–32 bp) sequences.** Small RNAs were isolated from the tammar milk day 35, day 72, day 118, day 175 and day 250 lactation, and small RNA isolated from tammar lactation mother serum at day 118 and day 175.

**Table 2:** **MicroRNA analysis using miRanalyzer**

	Day-35	Day-72	Day-118	Day-175	Day-250	Day-118 serum	Day-175 serum
**Total reads**	6781022	7084407	9559993	10596179	6664261	12360382	4776956
**Unique reads**	28968	52333	72537	40811	48558	22639	34143
**% reads aligned to miRNAs**	25.80	50.30	20.80	37.50	62.30	62.30	58.50
**% reads aligned to genes**	0.00%	0.00%	0.00%	0.00%	0.00%	0.00%	0.00%
**miRNA known**	49	90	60	85	90	77	76
**Predicted miRNAs**	45	131	89	101	141	60	55
**Total miRNAs**	94	221	149	186	231	137	131

### Milk miRNA profiles change during the lactation cycle of the tammar wallaby

As discussed earlier, the tammar lactation cycle is divided into three main stages; phase 2A (up to day 100), phase 2B (from day 100–200) and phase 3 (after day 200), with phase 1 corresponding to the period of gestation. While annotated miRNA from serum consistently represented 60% of small RNA sequences, this proportion varied for 20 to 60% of sequences from milk (Table 2). In contrast, milk samples after day 72 of lactation had apparently a slightly more diverse miRNA population than serum despite the fact that milk and serum samples were collected from the same lactating female at day 118 and day 175 (Table 2). 

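The deposited values listed 48 known miRNAs in milk at day 35, 85 at day 72, 58 at day 118, 81 at day 175 and 86 at day 250. In serum 74 were listed at day 118 and 75 at day 175. Known miRNAs were thus fewer in milk than in serum at day 118 and more numerous at day 175. With only entries of at least 0.001% counted, the numbers in milk became 42, 74, 57, 81 and 70 in order of day, and 70 and 71 in serum. Day 250 moved most, by 16 miRNAs that were listed at 0. Predicted miRNAs were not analysed here.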

Interestingly, this was due to a larger set of newly predicted miRNA from milk. Overall, the number of small RNA sequences, unique reads and miRNAs expressed in milk samples showed some variability due to contamination by tRNA fragments as observed above for Day-72 and phase-3 samples and other experimental factors. Therefore miRNA only sequences annotated by miRanalyzer were collected and proportion-normalised to allow a more relevant comparison of miRNA populations; by dividing the total number of reads annotated for each miRNA by the total number of miRNA reads annotated in respective samples (see Additional file 1).

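The deposited shares summed to 99.6% of miRNA reads in milk at day 35, 99.3% at day 72, 99.4% at day 118, 95.8% at day 175 and 97.6% at day 250. They summed to 99.1% in serum at day 118 and 99.4% at day 175. The remaining 4.18% at day 175 and 2.42% at day 250 belong to miRNAs not analysed here. The most abundant miRNA alone took 69.2% of the day 118 serum library, and a smaller part of every milk library. As each share is relative to the whole library, a change in such a miRNA shifts the shares of the others.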

The ten most highly abundant miRNAs in milk at five lactation time points and blood serum samples at day 118 and 175 of lactation are summarized in (see Additional file 2). 

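Ranking the deposited shares gave the same 10 miRNAs in the same order as Additional file 2 in each of the 7 libraries. These 10 took 92.0% of the miRNA reads in milk at day 35, 89.2% at day 72, 91.2% at day 118, 76.9% at day 175 and 90.1% at day 250. In serum they took 94.6% at day 118 and 95.0% at day 175. The miRNA at rank 10 in milk was let-7i at day 35, miR-204 at day 72, miR-92 at day 118, and let-7a at days 175 and 250.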

MiR-191 and miR-184 were the most abundant miRNAs in milk from day 35 to day 118. 

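MiR-191 took 40.4% of the milk miRNA reads at day 35, 28.0% at day 72 and 43.8% at day 118, and ranked 1 each time. Its share was 9.66% at day 175, at rank 4, and 15.5% at day 250, at rank 2. From day 35 to day 250 its log2 share fell by 1.39, and by 0.11 when shares were taken of all analysed reads of each library, the alternative that moved it most. That alternative multiplies each share by the percentage of the library's reads aligned to miRNAs. The paper ascribes variability between milk samples to tRNA fragments and other experimental factors, and scaled to miRNA reads for that reason. MiR-184 ranked 2 on the first 3 days.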

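In serum miR-191 took 5.77% of the miRNA reads at day 118, behind miR-10b and miR-10a. At day 175 it took 14.5%, behind miR-10b alone.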

MiR-191 was also present in a very high proportion in the blood serum of mothers. 

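The share of miR-184 in milk was 17.6% at day 35, 24.8% at day 72 and 8.56% at day 118. It was 1.45% at day 175, at rank 14, and 0.133% at day 250, at rank 26. Its log2 share was lower at day 250 than at day 35 under each of the 3 scaling alternatives, from -7.54 with miR-191 left out of the denominator to -5.77 as a percent of all analysed reads.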

MiR-184 was highly abundant in phase-2A and early phase-2B. Three miRNAs of the let-7 family (7f, 7a and 7i) were also among the top ten miRNAs expressed during the lactation cycle. 

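Let-7f took 7.69% of milk miRNA reads at day 35, 6.45% at day 72, 5.37% at day 118, 6.04% at day 175 and 1.67% at day 250, and was among the 10 most abundant miRNAs on all 5 days. Let-7a, with 3.89%, 2.39%, 2.64%, 3.65% and 1.19% on the same days, was also among them on all 5. Let-7i took 1.72%, 0.757%, 0.670%, 2.12% and 0.525%, and ranked 10 at day 35 and between 13 and 16 on the later days. In serum let-7i ranked 7 at day 118 and 12 at day 175.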

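The joint entry of miR-181c and miR-181a took 6.74% of milk miRNA reads at day 35, 7.53% at day 72, 5.02% at day 118, 5.70% at day 175 and 5.83% at day 250. In serum it took 3.14% at day 118 and 3.59% at day 175. Its rank was 4 at days 35 and 72 in milk, 6 on the other 3 milk days, 4 in serum at day 118 and 5 in serum at day 175.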

MiR-181 was consistently in the 6 most abundant miRNAs in all milk and serum samples. 

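The share of miR-148 in milk was 5.37% at day 35, 10.6% at day 72, 8.32% at day 118, 14.6% at day 175 and 9.31% at day 250. The step from day 72 to day 118 was downward, also on the centred log ratio and as percent of all analysed reads, and upward with miR-191 left out of the denominator. The highest value fell at day 72 on the centred log ratio and at day 250 as percent of all analysed reads. Its rank went from 5 at day 35 through 3 at days 72 and 118 to 1 at day 175, where miR-30a followed.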

MiR-148 showed a gradual increase in proportional abundance from early lactation to the end of phase-2B and was the most highly abundant miRNA at day-175. 

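MiR-375 took 2.41% of milk miRNA reads at day 35, 2.63% at day 72, 8.23% at day 118, 9.78% at day 175 and 25.8% at day 250. Each step was upward, and the log2 share at day 250 was 3.42 above that at day 35. With miR-191 left out of the denominator the difference was 2.92, but not every step was upward. On the centred log ratio the step from day 118 to day 175 was downward. As percent of all analysed reads each step was upward.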

MiRNA-375 also showed a gradual increase in proportional abundance from early lactation with a peak in phase 3 (Figure 4).Milk miRNA expression data suggested that a number of miRNAs were expressed differentially during lactation. Based on the quantification of sequencing data we selected mir-148, mir-22, mir-30a and mir-141, to confirm this differential temporal expression during the lactation cycle by qRT-PCR (Figure 5). 

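In the sequenced milk miR-22 took 0.671% of miRNA reads at day 35, 0.794% at day 72, 1.14% at day 118, 3.18% at day 175 and 8.64% at day 250. MiR-30a took 1.095%, 3.46%, 3.36%, 13.7% and 15.0% on the same days. MiR-141 took 0.344%, 1.74%, 0.684%, 4.96% and 4.17%. All 3 were higher at day 250 than at day 35 as percent of miRNA reads and under each scaling alternative, by log2 3.68, 3.77 and 3.59 on the deposited scale. MiR-30a and miR-141 dipped at day 118, and miR-141 was highest at day 175, or at day 250 on the centred log ratio and as percent of all analysed reads.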

As shown in Figure 4 these miRNAs were also shown to be differentially expressed in milk collected at similar time points of lactation from at least 3 different animals at each time point, excluding milk from the animals used for sequencing. The results correlated well with those from quantitative RNA sequencing, therefore individual PCR confirmed differential temporal expression of all the tested miRNA in milk collected from all other animals.

**Figure 4:**
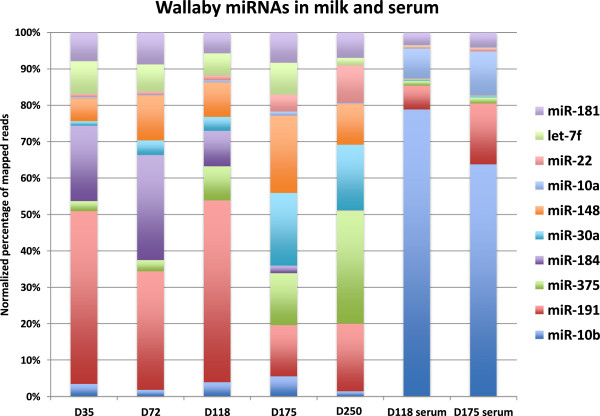
**Wallaby milk miRNA abundance profiles at 5 lactation time points and two serum samples matched to the milk samples.** Bar diagram illustrating the normalized percentage of mapped reads.

**Figure 5:**
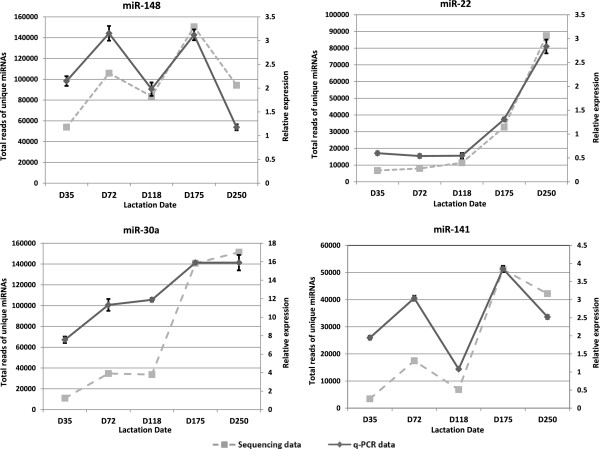
**Tammar milk miRNA expression pattern during lactation.** The expression profiles of highly abundant tammar milk miRNAs were correlated between the q-PCR and sequencing data Values are means ± SD.

### Co-expression of wallaby milk miRNA

Hierarchical clustering of normalised miRNA proportion profiles showed blood samples were closely grouped together while milk samples were grouped on a different branch of the dendogram (Figure 6A). 

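Across the 102 listed miRNAs, with absent entries as 0, the Pearson correlation of the percentages was 0.98 between the serum libraries. Among milk libraries it was highest between days 35 and 118, at 0.96, and lowest between days 72 and 250, at 0.46. In single linkage day 72 joined days 35 and 118 at 0.94, days 175 and 250 joined at 0.83, and these groups joined at 0.60. Milk and serum joined last, at 0.29. The correlations are across miRNAs, which are not independent replicates, and no p-value applies. Serum stood apart from all milk libraries also with average linkage, with log2 percentages, with Spearman correlation and without miR-10b and miR-191. The order within milk was less stable, as with log2 percentages the closest milk libraries were days 118 and 175, at 0.94.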

In order to further identify trends in the co-expression of milk miRNA during the lactation cycle, normalised miRNA quantification data were clustered into 5 groups or clusters by the Self Organizing Tree Algorithm (SOTA) implemented in MeV (Version 4) software, using default settings (Figure 6B). The proportion of miRNAs in each cluster is represented in Table 3. Milk miRNAs in cluster 1 had more variable relative concentration profiles dominated by a biphasic profile with increased proportions in early phase 2A and during phase 2B. This group included let-7 family miRNAs members let-7a, let-7f and let-7i. 

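The 24 members of this cluster together took 13.5% of milk miRNA reads at day 35, 9.65% at day 72, 8.74% at day 118, 12.1% at day 175 and 3.41% at day 250. Let-7a, let-7f and let-7i made up most of these sums. Of the 24, 4 were listed in all 5 milk libraries and 7 reached 0.005% in any of them. Among those 7, the highest share fell at day 35 for 2, at day 72 for 2 and at day 175 for 3. On the centred log ratio 6 of the 24 had their highest value at day 250 and 3 at day 175, against 2 and 9 as percent of miRNA reads.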

Cluster 2 was the smallest cluster encompassing only 7 miRNAs. 

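The 7 members of cluster 2 in Figure 6B are miR-181b, miR-146a, miR-200b, miR-221, miR-125b, miR-222a and miR-183. MiR-181b took 0.437% of milk miRNA reads at day 35, 0.177% at both days 72 and 118, 0.267% at day 175 and 0.290% at day 250. MiR-222a took 0.035% at day 35 and between 0.002% and 0.003% afterwards. The other 5 were listed at 0 at day 35, below 0.0005%. Their highest shares were 0.153% at day 250 for miR-146a, 0.138% at day 72 for miR-200b, 0.066% at day 175 for miR-221, 0.016% at day 250 for miR-125b and 0.021% at day 175 for miR-183. Thus 2 of the 7 were highest at day 35, also with miR-191 left out of the denominator and on the centred log ratio. As percent of all analysed reads, chosen after the data were examined, 1 was, miR-222a. In the picture of Figure 6B the entries listed at 0 are drawn in the colour of the top of its scale.

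**Figure D1:**
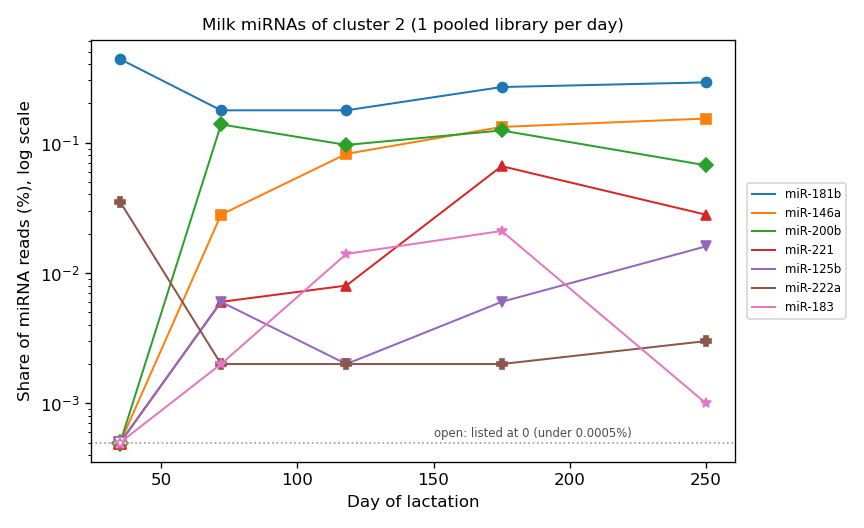
Share of milk miRNA reads in percent, on a log axis, against day of lactation for the 7 miRNAs of cluster 2, with 1 pooled library per day and no error bars. Open symbols at day 35, drawn at 0.0005%, are the 5 miRNAs listed at 0, and miR-181b and miR-222a start at 0.437% and 0.035%.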

The highest expression values were reported on day-35 with decreasing relative expression thereafter. In cluster 3, miRNAs were highly represented up to day 118 with a gradual decrease in late lactation phases 2B and 3. 

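The 11 members of cluster 3 together took 25.4% of milk miRNA reads at day 35, 35.9% at day 72, 14.7% at day 118, 8.08% at day 175 and 6.38% at day 250. Most of this was miR-184 and the miR-181 entry. The highest share fell at day 72 for 8 members, at day 118 for 2 and at day 175 for miR-460, and with miR-191 left out of the denominator at day 72 for 6 and at day 35 for 2. MiR-26 took 0.466%, 1.45%, 0.836%, 0.692% and 0.306% in order of day. No member fell at every step.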

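The 12 members of cluster 4 together took 47.4% of milk miRNA reads at day 35, 31.0% at day 72, 50.3% at day 118, 14.9% at day 175 and 17.7% at day 250, mostly as miR-191. MiR-10b took 2.91%, 1.52%, 3.42%, 3.76% and 1.15% in order of day, and ranked 8, 11, 7, 9 and 11. MiR-92 took 3.22% at day 35, 1.24% at day 72, 2.50% at day 118, 0.849% at day 175 and 0.984% at day 250. The highest share fell at day 35 for 4 members, at day 72 for 1, at day 118 for 3 and at day 175 for 4.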

In cluster 4, miRNAs showed comparable expression across the whole lactation cycle, including miR-191 and mir10b, some of the three most highly expressed miRNA in all samples. Cluster 5 contained the highest number of miRNAs (41%). This cluster consisted mainly of milk miRNAs expressed at all stages of lactation with consistent proportional increase from early to late lactation. 

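Of the 38 members of this cluster, 28 had a higher share at day 250 than at day 35, and 26 with miR-191 left out of the denominator. Together they took 12.9% of milk miRNA reads at day 35, 22.4% at day 72, 25.3% at day 118, 60.1% at day 175 and 69.5% at day 250. The highest share fell at day 175 for 24 members and at day 250 for 12. On the centred log ratio it fell at day 250 for 20 and at day 175 for 11, and as percent of all analysed reads for 21 and 16. In all, 22 members were listed in each of the 5 milk libraries, and 3 rose at every step. Over all 64 miRNAs of at least 0.005% in a milk library, 4 rose at every step, namely miR-375, miR-22, let-7b and miR-146a, and 0 fell at every step.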

The most notable miRNAs in this group were mir-375, mir-30a and mir-148. The proportion of miRNAs in each cluster is represented in Table 3.

**Figure 6:**
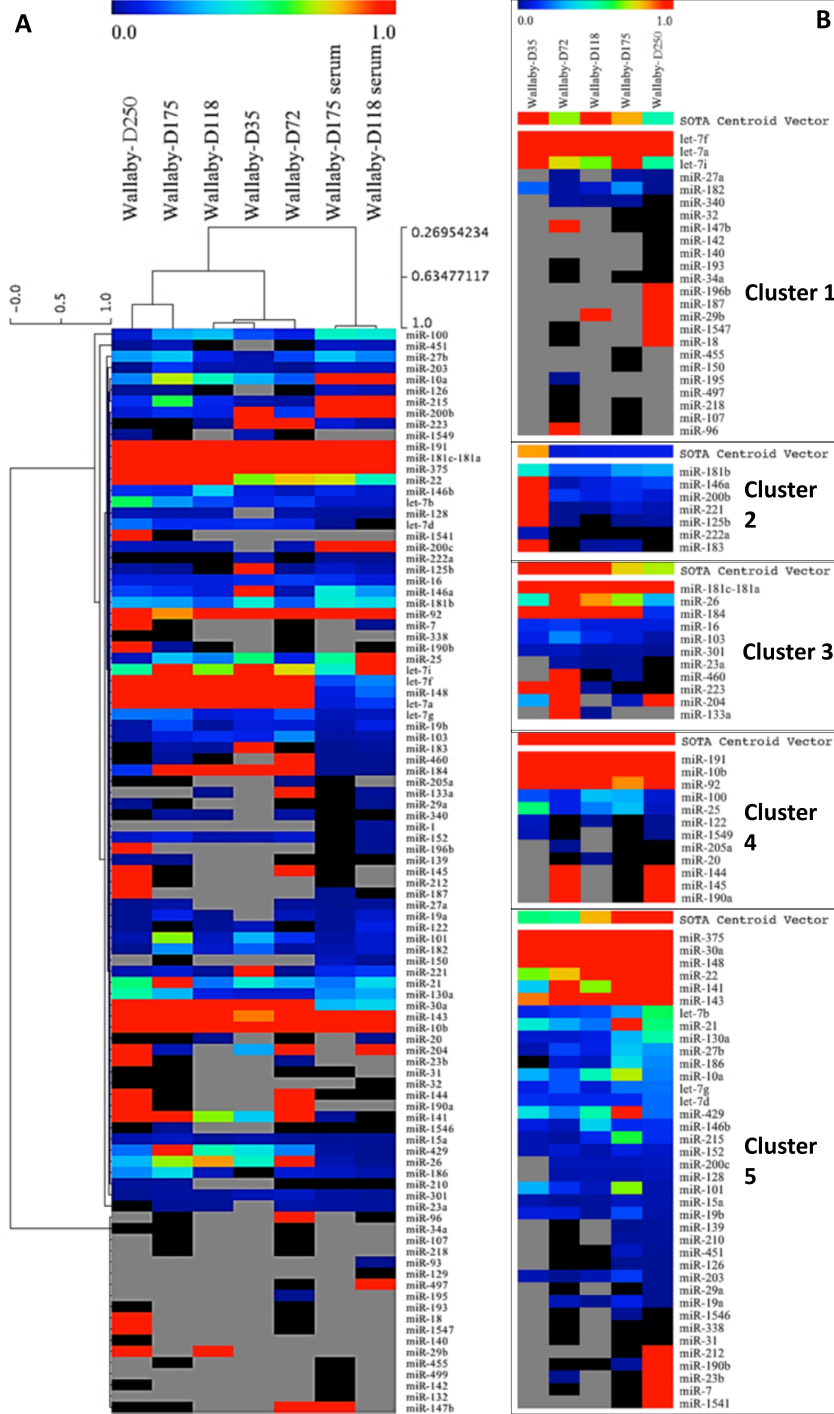
**Clustering of wallaby milk and serum miRNA profiles by Hierarchical Clustering Linkage method: (single linkage Pearson correlation). (6A)** Grey colour in the heat maps denotes the absence of miRNA and black colour indicates miRNAs below 0.001%. **(6B)** Milk miRNA clustering into 5 clusters illustrating individual miRNA expression.

**Table 3:** **Proportion of wallaby milk miRNA in clusters from the Self Organizing Tree Algorithm (SOTA) using relative expression levels across 5 time points of lactation cycle**

Cluster	miRNA in Cluster	% of miRNA in Cluster
1	24	26%
2	7	8%
3	11	12%
4	12	13%
5	38	41%

### Comparison of miRNA in wallaby milk and maternal serum

As only minute amount of milk could recovered during the earlier stages of lactation (50 to 300 μl) and to minimize cost, we decided to target more specifically the transitional from phase 2B to phase 3. Lactating mothers at day 118 and day 175 were used to compare miRNA profiles in milk and blood serum of the lactating mother. Overall a similar number of specific miRNAs were identified in milk (86 miRNA) and serum (82 miRNA). However, miRNA composition was widely different in milk and serum (see Additional file 3). 

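At days 118 and 175 together, the deposited values listed 83 miRNAs in milk and 84 in serum. In both fluids 74 were listed. Both milk libraries listed 56 and both serum libraries 65.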

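Across the listed miRNAs the Pearson correlation between milk and serum was 0.14 at day 118 and 0.21 at day 175, against 0.58 between the milk libraries of those days. It was 0.80 and 0.79 with log2 percentages, the milk libraries then correlating at 0.94, and 0.82 and 0.78 as Spearman correlation. Without miR-10b and miR-191 the Pearson correlation was 0.23 at day 118 and 0.14 at day 175. These correlations are across miRNAs of single libraries. The paper extracted milk RNA and serum RNA with different kits, so here and in all later comparisons fluid and kit cannot be separated.

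**Figure D2:**
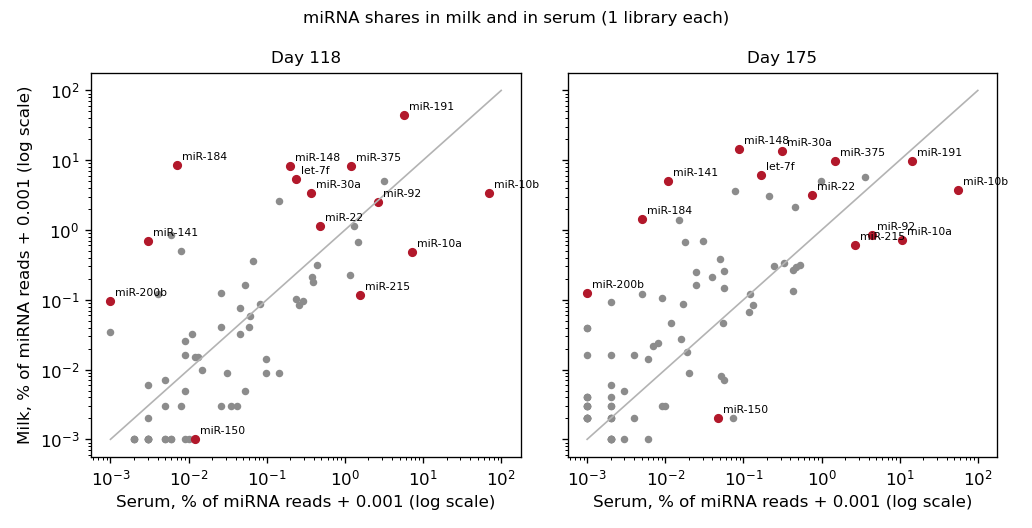
Each point is 1 miRNA, with its percent of miRNA reads plus 0.001 in serum on the horizontal axis and in milk on the vertical axis, both log, at day 118 (left) and day 175 (right), 1 library each. The line marks equal shares. Labelled miRNAs such as miR-184 and miR-141 lie above it and miR-10b and miR-10a below it on both days, and miR-191 lies above at day 118 and below at day 175.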

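With a miRNA called specific when it was listed in a milk library of day 118 or 175 and absent from both serum libraries, 9 miRNAs were milk specific. They were miR-1549, miR-23b, miR-107, miR-338, miR-190a, miR-218, miR-1541, miR-34a and miR-29b, none above 0.003% in those milk libraries. In the other direction 10 were serum specific. Across all 7 libraries the numbers were 18 and 6. A rule chosen after the data were examined asked for a listing above 0 in one fluid, and 0 or absence in the other. It gave 12 milk specific and 8 serum specific miRNAs.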

Further analysis revealed that 13 miRNAs were milk specific and 9 were serum specific (Table 4). 

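MiR-1 took 0.009% of serum miRNA reads at day 118 and 0.001% at day 175, and was absent from all 5 milk libraries. Of the other serum specific miRNAs, miR-187 and miR-196b reached 0.005% and miR-93 reached 0.004%. MiR-129, miR-132, miR-142 and miR-499 reached at most 0.002%, and miR-497 and miR-214 were listed at 0.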

Most of the serum specific miRNAs had low read counts with the highest number of reads mapping to miR-1 (731 reads). In contrast, milk specific miRNAs showed comparatively high expression with, for example, miR-204 represented by 58,142 reads. 

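MiR-204 took 0.279% of milk miRNA reads at day 35 and 1.63% at day 72. It was absent from milk at day 118, took 0.038% at day 175 and was listed at 0 at day 250. In serum it was listed at 0 at day 118 and absent at day 175. In the pair of milk libraries compared with serum, its share thus came from day 175 alone.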

As shown in Table 4, other miRNAs with over 500 read counts were miR-200b, miR-200c, miR-200a-5p and miR-1549. 

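MiR-200b took 0.096% of milk miRNA reads at day 118 and 0.124% at day 175, and was listed at 0 in both serum libraries. MiR-200c took 0.033% and 0.039% in milk and was likewise listed at 0 in serum. MiR-1549 was absent from milk at day 118, took 0.001% at day 175, and was absent from serum.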

Interestingly, the genomic locations of miR-200a and miR-200b genes are closely located within a chromosomal cluster. These results suggest co-expression and co-secretion of these closely linked miRNA. 

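In the deposited values miR-184 was 1427-fold higher in milk than in serum at day 118 and 362-fold at day 175, and let-7f 22.6-fold and 36.0-fold. MiR-375 was 6.84-fold and 6.58-fold higher. MiR-10a was 14.9-fold and 14.8-fold higher in serum, miR-10b 20.2-fold and 14.7-fold, and miR-92 1.05-fold and 5.28-fold. Rounding alone leaves the ratio of miR-184 between 1317 and 1557 at day 118. Leaving miR-10b and miR-191 out of the denominators lowered all log2 milk to serum ratios by 1.07 at day 118 and by 1.52 at day 175, where miR-375 kept a log2 ratio of 1.19.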

The most abundant milk-enriched and serum-enriched miRNAs are listed in Table 5 with their respective normalized expression values. 

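The milk to serum ratio of miR-191 was 7.60 at day 118 and 0.665 at day 175. With the shares taken on the centred log ratio the log2 ratio was 2.52 at day 118 and -2.09 at day 175. Each value compares 1 milk library with 1 serum library.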

While miR-191 was most highly abundant in milk during the first three time points of lactation (phase 2A), its expression decreased on lactation day-175 (phase 2B) and at the same time, showed a marked increase in serum of mothers. Although the data does not address the specificity and dynamics of circulating miRNA exchanges between maternal blood and milk, and it remains to fully establish if miR-191 is instead no longer transferred from blood into milk from day 175, this observation, together with the general disparity of milk and serum miRNA profiles, suggests that there is no direct correlation between serum and milk miRNA contents. Therefore the data strongly supports the likelihood of local biogenesis of secretory miRNA by the mammary gland rather than transfer from blood into milk.

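For a test across miRNAs, the milk libraries of days 118 and 175 were compared with the serum libraries of the same days in limma, on log2 of percent plus 0.001, over the 75 miRNAs with at least 0.001% in at least 2 of the 4 libraries. With Benjamini-Hochberg adjustment 14 had an adjusted p under 0.05, 11 higher in milk and 3 higher in serum. MiR-184 had a log2 difference of 9.22 (standard error 1.06, limma adjusted p = 0.0055), miR-148 of 6.37 (standard error 0.84, limma adjusted p = 0.0069) and miR-30a of 4.32 (standard error 0.94, limma adjusted p = 0.023). The log2 difference of miR-375 was 2.75, with a limma adjusted p of 0.053, which became 0.0082 with 0.01 as pseudocount. The 3 higher in serum were miR-10b, miR-10a and miR-150, the last with an adjusted p of 0.14 when 0.01 was the pseudocount. Of 37 tested miRNAs that the paper names, 15 passed when adjusted over the list alone and 13 over all miRNAs tested, and since the paper chose them on these libraries the first number is not independent evidence. The day stands in for replicates here, and with the day as a replicate block 0 miRNAs had an adjusted p under 0.05 and 20 an unadjusted p under 0.05. The block leaves the fit on 4 libraries fewer residual degrees of freedom, so this loss does not show that the day accounts for the differences. The 14 kept their direction with each library left out in turn. This could not come out otherwise, as both milk values of each lay on one side of both serum values. From the change of miR-191 and the general difference between the profiles, the paper proposes that serum and milk miRNA contents are not directly correlated, and from this it concludes that local biogenesis in the mammary gland is likelier than transfer from blood.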

**Table 4:** **Milk and serum specific miRNAs in lactating wallaby at day 118 and 175 of lactation**

Milk	Reads	Blood Serum	Reads
miR-107	104	miR-1	731
miR-1541	36	miR-129	194
miR-1549	560	miR-132	29
miR-17-3p	41	miR-142	34
miR-190a	86	miR-187	148
miR-200a-5p	515	miR-196b	393
miR-200b	4927	miR-214	10
miR-200c	1948	miR-499	29
miR-204	58142	miR-93	343
miR-218	93		
miR-23b	129		
miR-338	119		
miR-34a	60

**Table 5:** **Highly abundant milk or serum enriched miRNAs**

miRNAs	D118-Milk	D118-Serum	D175-Milk	D175-serum
miR-184*	8.56	0.01	1.45	0.00
miR-148*	8.32	0.20	14.61	0.09
miR-30a*	3.36	0.37	13.67	0.31
let-7f*	5.371	0.238	6.04	0.168
miR-141*	0.684	0.002	4.962	0.01
miR-375*	8.225	1.202	9.782	1.487
miR-191*	43.83	5.77	9.66	14.51
miR-10a**	0.48	7.20	0.71	10.55
miR-10b**	3.42	69.17	3.76	55.40
miR-92**	2.504	2.628	0.849	4.486

miRNAs* are milk enriched and miRNAs** are serum enriched.

### Quantification of milk related miRNAs in pouch young and adult blood

To analyse the distribution pattern of milk related miRNAs in blood of the pouch young, a subset of miRNAs which were identified above as highly expressed in tammar milk compared to mother serum (mir-148, mir-22, mir-141 and mir-30a) was selected for validation by quantitative PCR. Using the stem-loop RT-PCR method, these miRNAs were quantified in serum of pouch young at lactation day 30, 80, 130, 150 and weaned juvenile (adult), a significant increase in levels of expression relative to adult (*P* < 0.05) (Figure 7). Generally, these miRNAs were in higher proportion in pouch young serum than in the weaned juvenile (adult). The result suggests that highly expressed milk miRNA may transfer to the pouch young serum during early development when the immature gut may allow passive absorption of milk miRNA. However, we cannot exclude independent endogenous biogenesis of miRNAs in pouch young during early development and this would need to be assessed more directly in future experiments.

**Figure 7:**
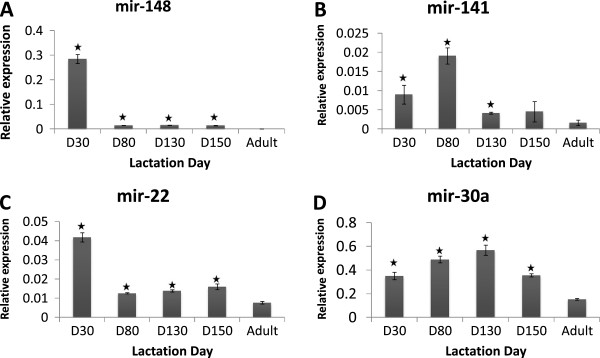
**Quantitative PCR of milk related miRNAs in serum of tammar pouch young during lactation.** Abundant milk miRNAs **(A)** mir-148, **(B)** mir-141, **(C)** mir-22, and **(D)** mir-30a were analysed in tammar pouch young and post-suckling neonate blood serum. The expression was relative to control genes (artificial miRNA spikes cel-mir-39 or cel-mir-54) Values are means ± SD. A significant increase in levels of expression relative to adult (*P* < 0.05).

## Discussion

In recent years, advances in sequencing technologies have allowed the identification of a miRNA population in eutherian milk. In this study for the first time, we have confirmed there are also significant quantities of miRNA present in marsupial milk using the tammar wallaby model.

Milk provides optimal postnatal nutrition for newborn mammals [37]. Milk composition has been investigated in many species [34, 38, 39] and the milk proteins have been considered to make the major contribution to milk bioactivity [34, 40]. However, newly identified milk RNA components, such as miRNA, represent not only potential markers of mammary gland development and activity during the lactation cycle, but also new putative signaling molecules involved in the programming of young development. However, milk miRNA signaling responses in the suckled young have not yet been well defined. We hypothesised that the long lactation period of the wallaby with significant changes in milk composition would allow the characterisation of interesting dynamic patterns of miRNA expression. Cross-fostering experiments have shown that, when a young is fostered onto a mother at a more advanced stage of lactation, an increased rate of growth and of gut development is observed [41]. This indicates that the temporal regulation of milk composition may contribute to the control of development in young marsupials. Therefore secretory milk miRNA may participate in this process and, as a first step towards an understanding of the biogenesis and functional importance of milk miRNA, our study has highlighted the rich diversity and detailed some aspects of the secretion dynamics of the majority of newly identified marsupial milk miRNAs. One limitation of the study is that, as only minute amount of milk could recovered during the earlier stages of lactation (50 to 300 μl) and to minimize cost, single sequencing reactions only were performed at each time point of lactation and it is therefore not possible to estimate biological variation and derive robust statistical models for the analysis of differential expression. To partially compensate for this limitation we have however taken care to normalise the data at the source by pooling milk from different animals (n ≥ 3) before RNA extraction and mainly compared highly expressed miRNA to address the major temporal trend of changes of expression patterns during of the full cycle of lactation rather than conduct differential analysis on pairs of samples.

When all known and co-expressed miRNAs were clustered into 5 groups, the highest number of miRNAs fell in a cluster showing a steady increase in expression from early to late lactation. The study suggests a steady increase in the number of miRNAs and a general quantitative increase of a large group of miRNA during the course of marsupial lactation. This general increase correlates with milk production, phases of mammary gland development during lactation in this organism with a complex lactation system, and the development of organs and improved physiological conditions of the young as it grows in the security of the pouch. This group of miRNA may represent markers of mammary gland activity and putative growth signals. In contrast, the lowest number of miRNAs was in a cluster showing a decrease from early to late lactation indicating miRNA in this cluster are prime candidates for signalling early development of the young.

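The number of listed miRNAs was higher at day 250 than at day 35, but it fell between days 72 and 118. With entries under 0.001% left out it fell between these days and also between days 175 and 250. Of the 64 miRNAs with at least 0.005% in a milk library, 37 had a higher share at day 250 than at day 35 and 25 a lower one. As percent of all analysed reads these became 43 and 19. The highest share fell at day 175 for 26 of the 64, on the centred log ratio for 10 and as percent of all analysed reads for 21, with 22 at day 250. From the size of the rising cluster, the paper proposes a general quantitative increase of a large group of miRNAs.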

The serum miRNA profiles were significantly different from all milk samples. Some of the miRNAs (mir-10b, miR-10a, miR-215 and miR-150) were most dominantly expressed in wallaby serum samples and were comparatively low in milk samples. This observation points to a mammary gland biogenesis of miRNAs and secretion in milk, rather than transfer from serum. 

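MiR-215 took 1.57% of serum miRNA reads at day 118 and 2.71% at day 175, and between 0.017% and 0.616% in milk. MiR-150 took 0.011% and 0.047% in serum and was listed in milk at day 175 alone, with 0.001%. MiR-10a took 7.20% and 10.6% in serum and at most 0.714% in milk. Each of these 3, and miR-10b, was lower in all 5 milk libraries than in both serum libraries (exact permutation test, 5 milk against 2 serum libraries, two-sided p = 0.048, the smallest that the 21 splits allow). After Benjamini-Hochberg adjustment over the 54 miRNAs tested, which include those the paper names for such a difference, p was 0.16. It could fall under 0.05 only if nearly all 54 reached the smallest p, so the 0.16 does not count against a difference. The libraries of one fluid were of different days. The milk share of miR-10b was 4.95% of its serum share at day 118 and 6.78% at day 175.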

Although further detailed analysis of specific miRNA is needed to characterise the diffusion of particular sequences, these results also suggest the possible development of milk quality control and diagnostic tests for the detection of infections or pathologies in lactating mammary glands based on the detection of serum specific miRNA in milk.

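Let-7b took 0.163% of milk and 0.052% of serum miRNA reads at day 118, and 0.260% and 0.055% at day 175. MiR-26 was 167-fold higher in milk at day 118 and 23.9-fold at day 175. Let-7d was 40.3-fold and 29.8-fold higher, from serum shares of 0.003% and 0.004% whose rounding leaves the first ratio between 34.4 and 48.6. The limma log2 difference over both days was 5.83 for miR-26 (adjusted p = 0.0094) and 4.76 for let-7d (adjusted p = 0.0069), and 1.93 for let-7b (adjusted p = 0.15, and 0.043 with 0.01 as pseudocount).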

The overall comparison of serum and milk miRNA populations indicated the abundant milk miRNAs were miR-148, miR-191, mir-141, let-7b, miR-26, let-7d, miR-30a, miR-184, let-7f and miR-375, and the majority of these miRNAs were differentially expressed during lactation (Table 6). Some miRNAs showed a gradual proportional increase from early lactation to late lactation (miR-375, miR-30a, miR-22, let-7b and miR-130a). In contrast, miR-184, let-7f, miR-101 and miR-182 showed a gradual decrease from early lactation to late lactation. In addition, miR-122, mir-222a and miR-1549 were uniquely expressed at day 35 of early lactation and decreased thereafter. Some of these early temporally secreted milk miRNAs are good candidates for developmental signals during early postnatal life.

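Let-7b took 0.113% of milk miRNA reads at day 35, 0.143% at day 72 and 0.591% at day 250. MiR-130a took 0.066% at day 35, 0.063% at day 72, 0.096% at day 118, 0.303% at day 175 and 0.510% at day 250. Of the 5 named, miR-375, miR-22 and let-7b rose at every step, and miR-30a and miR-130a had 1 downward step each. With miR-191 left out of the denominator miR-30a was the one of the 5 that rose at every step, on the centred log ratio miR-22 and miR-130a did, and as percent of all analysed reads miR-375 did.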

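MiR-101 took 0.296% of milk miRNA reads at day 35, 0.128% at day 72, 0.040% at day 118, 0.681% at day 175 and 0.027% at day 250. MiR-182 took 0.192%, 0.016%, 0.057%, 0.247% and 0.005%. Both were thus highest at day 175, but with miR-191 left out of the denominator and on the centred log ratio miR-182 was highest at day 35. All 4 were lower at day 250 than at day 35 under each scaling alternative, by log2 -7.04 for miR-184, -2.20 for let-7f, -3.41 for miR-101 and -5.01 for miR-182 on the deposited scale.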

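MiR-122 took 0.040% of milk miRNA reads at day 35, 0.001% at day 72, 0.008% at day 118, 0.002% at day 175 and 0.005% at day 250, and 0.096% and 0.009% in serum at days 118 and 175. MiR-222a was listed in all 5 milk libraries. MiR-1549 was listed in 4, with 0.032% at day 35, 0.002% at day 72 and 0.004% at day 250. From day 35 to day 250 the log2 share fell by 2.77 for miR-122, by 3.17 for miR-222a and by 2.72 for miR-1549, and stayed lower under each scaling alternative.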

**Table 6:** **Categories of most abundant miRNAs based on differential expression**

Serum specific	Milk specific	Early lactation (Day 35)	Late lactation Day 250	Gradual decrease	Gradual increases
miR-10b	miR-148	miR-181b	miR-22	miR-191	miR-375
miR-10a	miR-141	miR-222a	miR-200a-3p	miR-184	miR-30a
miR-215	Let-7b	miR-1549		Let-7f	miR-130a
miR-150				miR-101	miR-186
				miR-182	miR-146a
					miR-221
					miR-125b

### Role of miRNA in mammary gland

The mammary gland is a complex organ, which undergoes extensive morphological changes during the lactation cycle, and this remodelling involves cell differentiation, proliferation and apoptosis [42]. Several factors expressed in the microenvironment by epithelium and mesenchyma play key roles in regulating this process, apart from other external hormones and growth factors secreted by reproductive glands [43]. In general, the basic development process of the mammary gland is similar among marsupials (eg tammar wallaby) and eutherians, but events like cell proliferation and differentiation occur for an extended periods in tammars and, simultaneously, the volume of the mammary gland is increased as lactation progresses and larger quantities of milk are secreted [44]. Recent studies have indicated an important role for miRNA in mammary gland development [45, 46] and breast cancer [47]. For example miR-212 and miR-132 are involved in early mammary gland development by regulating epithelial-stromal interactions [45] and the temporal expression of miR-21, miR-205 and miR-200 have potential roles in regulating cell proliferation in the mammary gland during pregnancy [48, 49]. In tammar miR-148 showed a gradual increase in abundance in milk from early lactation to the end of phase-2B and was the most abundant miRNA in wallaby milk at day-175. It is also among the most highly abundant miRNAs in all other mammalian species tested so far [50] (Lefevre, unpublished data). mir-148 has been shown to be important for growth and development of normal tissues [51, 52], and may control growth of mammary epithelial cells. In addition, mir-141, which was also shown to be expressed in tammar milk is involved in the regulation of lactation through STAT5 protein expression [46, 53], as in the mammary gland STAT5 plays a central role in mediating several pathways controlled by lactogenic and galactopoietic hormones [54]. Here, we observed high concentration of miR-141 expression was highly expressed in milk samples compared to serum and expression gradually increased as lactation progressed and milk secretion increased. Similarly, mir-146 has been implicated in the regulation of the innate immune response [55] and the gradual increase in the expression of miR-146 during lactation may reflect its activity in protecting the mammary gland from microbial infection such as mastitis. 

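MiR-146a was listed at 0 in milk at day 35 and took 0.028% of miRNA reads at day 72, 0.082% at day 118, 0.132% at day 175 and 0.153% at day 250. MiR-146b took 0.090%, 0.042%, 0.355%, 0.120% and 0.130%, and was highest at day 118, or at day 250 as percent of all analysed reads. In serum miR-146a took 0.259% at day 118 and 0.426% at day 175, above all milk libraries.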

The let-7b miRNA is generally involved in cell proliferation [56] and also regulates the expression of growth hormone receptors (GHR) [57]. The gradual increase in expression of this miRNA during tammar lactation may reflect mammary gland activity associated with cell proliferation and lipid metabolism as lactation progresses [58]. On other hand mir-181, also consistently abundant in all wallaby milk and serum samples, has been implicated in many cellular processes related to the immune system [59] and also in determination of cell fate and invasion [60]. In summary, all these molecules represent non-invasive candidate markers for physiologic and developmental analysis of the lactating mammary gland. More intriguingly, some of these miRNAs might also function in newborns to control growth.

### Secretory milk miRNA may regulate growth and development of the neonate

Based on miRNA expression patterns during lactation and the identification of milk specific miRNAs, we speculate that some of these miRNAs may represent promising candidates to signal specific development of the pouch young. The role of milk miRNAs is being intensely debated in lactation biology. Variation of miRNA profiles may represent changes in the developmental and metabolic activity of the mammary gland during different stages of lactation and may be used further as biomarkers, or may be specifically secreted by the mammary gland to be transported to the newborn as milk bio-actives [50]. This new putative form of signalling and epigenetic programing between the mother and the neonate may use a sophisticated exosomal transport system. The majority of organs in a new-born tammar wallaby are still functionally immature and their postnatal development relies completely on maternal factors supplied through milk [19]. Milk bioactives include growth factors, peptides, fatty acids and hormones. Like other milk bioactives, milk miRNAs may have a crucial role in development due to their participation in gene regulation. Some of the most abundant milk miRNAs are briefly discussed below in relation to their putative functions during development (Table 7).

**Table 7:** **miRNAs differentially expressed in milk and their function during development**

miRNA	Function	Reference
**miR-148**	Growth and development of normal tissues	[52, 61]
**miR-184**	Development of central nervous system and regulates the balance between the neural stem cell proliferation and differentiation	[62–64]
**let-7b**	Neural stem cell differentiation and proliferation	[63]
**let-7 s**	During embryonic development regulates the timing of terminal differentiation	[65, 66]
**miR-122**	Liver-specific and key role in liver development	[67–69]
**miR-22**	Neural system and erythroid development and maturation	[70, 71]
**miR-375**	Highly expressed in hormone secreting organs (pancreas and pituitary gland) and regulate pancreas organogenesis	[72–74]
**miR-204**	Lens and retinal development	[75, 76]
**miR-30**	Kidney development by regulating *Xenopus pronephros* development	[77]

Three members of the let-7 family (7f, 7a and 7i) were abundant in tammar milk. The let-7 family has been shown to play a significant role during animal development [78]. In tammar milk mir-122 is highly expressed at day35 and is significantly down-regulated afterward, this miRNA has been reported to control liver development and may play a role in liver development of pouch young. Gradually increasing miRNA were mir-22, mir-375, mir-30a, let7b and mir-130a and some of these miRNAs have also been involved in animal development. Mir-375 is expressed in organs linked to hormone secretion such as pancreas and pituitary gland and its expression level increases during pancreas organogenesis [72]. Mice mir-375 knockouts exhibit a decrease in the number of β-cells and an increase of α-cells, leading to hyperglycaemia [73]. Perhaps more significantly, this miRNA has been shown to control the establishment of mucosal immunity in the gut via epithelial-T cell crosstalk, as demonstrated by the greater susceptibility to infection of gut specific knockout mice [79]. The large increase of mir-375 in phase 3 of lactation, when the young starts to exit the pouch and add grass to the diet supports the concept of a milk miRNA contribution to the establishment of mucosal immunity in the young. On the other hand, mir-204 is uniquely expressed during early lactation (phase2A) during which the altricial tammar neonate (0.4 grams at birth) is subject to intense nervous system and eye development [80, 81]. Interestingly, mir-204 regulates lens morphogenesis by controlling the expression of lens placode differentiation gene via the Meis2/Pax6 pathway [75]. Other miRNAs showed a gradual decrease during lactation (mir-184, let-7f, mir-101 and mir-182). mir-184 was highly abundant in tammar milk during early lactation phase-2A until early phase-2B, mir-184 has a significant role in regulating the balance between neural stem cell proliferation and differentiation during development [62, 63]. In marsupial at birth the central nervous system is at early stages of development and the majority of development takes place during early postnatal life [82]. Therefore, the high expression of miR-184 in tammar milk during early lactation may have potential role in maturation of the central nervous system. Further, the mir-30 family is involved in kidney development by regulating the extension of nephron through cell differentiation and proliferation, by targeting the Xlim1/Lhx1 transcription factor as shown in *Xenopus pronephros* development [77]. From the expression data we noticed a peak expression of mir-30 in milk after day130 lactation, this may correlate with nephrogenesis in tammar pouch young as their urinary system starts to undergo maturation and become fully functional during late phase 2B and is not matured before 140 days (20 weeks) after birth [83].

### Transport of milk miRNAs to the pouch young through exosomes

Our results indicate that milk miRNAs are differentially expressed during tammar lactation and most miRNAs are likely to be secreted by the mammary gland. To better understand how these miRNAs were secreted into milk and the potential mechanism of uptake of milk miRNAs by the suckling young, milk was fractionated by ultracentrifugation and size cut-off column filtration. The results showed that the majority of tammar milk miRNA co-purified together with other small RNA in a fraction enriched in exosome-like vesicles. These vesicules ranged from 30 nm to 70 nm in size and appeared round in shape, similar to exosomes reported in milk of eutherians, including bovine [14], porcine [36] and human [84, 85] species. These results suggest that miRNAs in tammar milk are likely to be transported through exosome vesicles and potentially play a role in communication of a diversity of potential molecular signal between cells [86]. Further analysis of these exosomal miRNAs revealed they displayed stability under harsh conditions, indicating that milk miRNAs may successfully be transported to the pouch young without degradation and may survive longer in the gut. Therefore, the presence of exosome-like vesicles in milk suggests that these secretory vesicles may participate in the protective packaging and transport of bioactivities and signals to the neonate and during its subsequent development in the pouch. To address this important issue of a new signalling pathway between mother and young, the digestive system of the young needs to be considered. The digestive system of marsupials is very immature at birth [41, 87] and therefore tammar milk miRNAs may be absorbed through the premature gut system of tammar pouch young and transferred into the blood of the neonate where they could be detected at high concentration. This is possibly in contrast with a majority of eutherians species where the digestive system is far more mature before birth and, soon after birth, the uptake of macromolecules such as immunoglobulins is rapidly ceased [88–90]. The transfer of milk specific miRNAs to the blood circulation of the neonate was detected for a number of highly concentrated milk miRNA quantified in blood samples from pouch young at different stages of development, in contrast to the blood miRNA content of the post suckling adult stage. It is important to consider that a majority of miRNAs may be produced endogenously by the neonate, and therefore this study focused on miRNAs that were shown to be overexpressed at least a thousand fold in milk compare to the mother serum miRNAs, as known from miRNA sequencing. 

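In the sequenced milk and serum, miR-148 was 41.6-fold higher in milk at day 118 and 166-fold at day 175. MiR-141 was 342-fold higher at day 118 and 496-fold at day 175, from serum shares of 0.002% and 0.010% whose rounding leaves ratios of 273 to 456 and 473 to 522. MiR-30a was 9.17-fold and 43.7-fold higher. MiR-22 was 2.40-fold and 4.25-fold higher, and with miR-10b and miR-191 left out of the denominators its log2 ratio was 0.19 and 0.56. Serum of pouch young was not analysed here.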

From the qRT-PCR results it was observed that the majority of milk miRNAs were present at high levels in the blood of neonates compared to adult blood serum. Although these indirect results are preliminary and further studies will be required to demonstrate this process of exosome uptake by the gut, the present study suggests that milk miRNAs are transported after packaging into exosomes (rather than freely floating in milk) and that milk miRNAs may be absorbed by the neonate gut system and enter the blood circulation. It is possible that exosomes carry specific surface receptors to attach to the gut cell wall, or that exosomes are digested in the gut where miRNAs are secondarily released along with proteins before absorption by gut cells [91, 92]. Alternatively, exosomal vesicles may diffuse passively through the immature gut of the neonate. Further studies are required to address this issue together with further characterisation of the detailed structure, biogenesis and molecular composition of milk exosomes.

## Conclusions

In this study miRNA populations have been quantified in milk of the marsupial tammar wallaby. We have identified suite of marsupial milk miRNAs and describe the major dynamics of milk miRNA secretion during the complex lactation cycle of the tammar wallaby. In this marsupial model of lactation, pronounced temporal variation patterns of milk miRNA composition have revealed miRNA signatures that may be used to clarify the miRNA-dependant regulation of mammary gland activity as well as the relevance of exosomal transport of the molecular miRNA message towards protection and timing of specific developmental stages in the young. We report poor transfer of miRNA from blood into milk in the mother, but provide evidence toward a likely transfer of milk miRNA into the blood stream of the neonate. Demonstrating the dynamics of milk miRNA profiles across the tammar wallaby lactation cycle has highlighted the value of comparative quantitative transcriptomics to improve our understanding of milk composition and, more importantly, has paved the way to address the true potential of milk miRNA functionality and the full impact of milk consumption on health and wellbeing.

## Methods

### Ethical approval

Tammar wallabies (*M. eugenii*) were maintained in open grassy yards in a breeding colony at Deakin University, Geelong, Victoria (May–August 2012) and CSIRO, Canberra, Australia (June-September 2012). All experimentation was approved by Deakin University and CSIRO Animal Welfare committees.

### Milk collection and isolation of miRNA

Prior to collecting milk, female tammar wallabies were anaesthetised either with an intramuscular injection of 0.2 ml (4 mg/kg body weight) of Zoletil 100^®^ (Virbac, NSW, Australia) or by inhalation anaesthesia (4% Isoflurane under oxygen). To optimize milk collection and to induce milk letdown 0.2 IU of Oxytocin-S^®^ (Intervet, Boxmeer, The Netherlands) was administered intramuscularly. Approximately 300–500 μL of milk was collected from each animal by applying gentle pressure to the mammary glands, and it was stored at -80°C until further analysis. To examine the temporal variation of milk miRNA secretion, milk was obtained from mothers at day 35 (*n* =10), 75 (*n* =5) (Phase 2A) 118 (*n* =4), 175(*n* =4) (Phase 2B) and 250 (*n* =4) (Phase 3) of lactation (some early lactations were interrupted due, in part, to the young failing to reattach to the teat). The milk was thawed on ice and samples collected at particular time point were pooled together. About 1 ml of milk mix was use for RNA isolation. The samples were centrifuged at 5000 xg for 10 min to isolate the fat and cells from skim. Skim milk was centrifuged at 17,000 xg for 20 min to isolate any remaining cells and fat. miRNAs were isolated from skim milk using a commercially available miRNA isolation Kit (mirVana™ miRNA Isolation Kit, Ambion) and the isolation was performed as instructed in the manufacturer’s manual. The miRNA was eluted with 100 μl of elution solution provided in the kit. The samples were stored at -80°C until further analysis.

### RNA sequencing

Sequencing libraries were prepared according to the Solexa Small RNA Sample Prep Protocol. Briefly, the RNA was resolved on 15% polyacrylamide denaturing gels. Gel fragments with a size range of 18–40 nucleotides were excised, and the small RNA fragments were eluted overnight with 0.5 M NaCl at 4°C, and precipitated by ethanol. The small RNA was ligated to 5′ and 3′ RNA adapters with T4 RNA ligase, transcribed into cDNA by Super-Script II Reverse Transcriptase (Invitrogen) and amplified by 15 PCR cycles using Illumina™ small RNA primer set that were annealed to the ends of the adapters. The amplified cDNA products were purified and recovered. Finally, Solexa/Illumina HiSeq sequencing technology was employed to sequence the small RNA samples (BGI, Shenzhen, China). The sequencing data was deposited in the Gene Expression Omnibus (GEO accession GSE58941).

### Blood collection and isolation of miRNA

To compare the miRNA distributions of milk and blood serum of lactating mothers, blood samples were collected from the lateral tail vein of lactating mothers at day 118 (*n* =2) and day 175 (*n* =2). To analyse miRNAs expression in blood of pouch young during the course of development, pouch young at age of day 30 (*n* =6), 80 (*n* =4), 130 (*n* =4) & 150 (*n* =3) and adult (post suckling) (*n* =3) were collected from lactating mothers and the blood samples were collected immediately after sacrifice. The miRNAs from blood serum were extracted using a miRNeasy Serum/Plasma Kit (QIAGEN) as instructed in the kit manual. Milk miRNAs were quantified using qRT-PCR. Two exogenous miRNAs spikes of chemically synthesized cel-miR-39 and cel-miR-54 (miRNA sequences from *Caenorhabditis elegans*) were simultaneously used as control genes.

### Analysis of RNA-seq data

Raw FastQ sequence files from the sequencer were cleaned and adaptors were trimmed using FastQ and FastX programs. Because a complete annotated chromosomal sequence of wallaby is not yet available, the closely related Opossum genome reference and annotations were downloaded from Ensemble (Monodelphis_domestica.BROADO5.67). Chromosomal sequences were indexed using Bowtie2 software and wallaby datasets read mapping was performed against Mondom5 genome assembly using Bowtie2 [93]. Genome alignments were visualized and further investigated in SeqMonk (version 0.24.1). A specialized miRNA annotation tool miRanalyzer was used for the identification of miRNA populations in small RNAs sequence libraries. This tool employs the fast read aligner Bowtie to first align sequences to known miRNAs from miRbase version 19 [94], then to noncoding RNA sequence from Rfam and, finally the remaining sequences are investigated in the context of the genome reference. miRNA target predictions were done on miRNA_Targets database (http://mamsap.it.deakin.edu.au/~amitkuma/mirna_targetsnew/index.html) [95]. Ontology analysis was performed using David Bioinformatics Ontology Database.

### Data accession numbers

The data sets supporting the results of this article are available in the GEO database, accession number for the data set is GSE58941.

### cDNA synthesis and q-PCR for miRNA

Stem-loop primers were used for accurate and sensitive detection of miRNAs [96]. miRNA sequences were retrieved from the miRBase sequence database (http://www.mirbase.org/cgi-bin/browse.pl) to design stem-loop and forward primers. The reverse primer used for RT-PCR was always the universal reverse primer (see Additional file 4). The RT mixture included the combination of RNA (100 ng), 10 mM dNTP, stem-loop primer (1 μM) and nuclease free water up to 15 μl total volume. The mixture was incubated at 65°C for 5 minutes and immediately transferred to ice for 2 minutes. The reaction mix (15 μl) of the first RT synthesis, 5X First stand buffer (4 μl), 0.1 m DTT (2 μ), 0.25 μl RNaseOUT (40 units/μl) and 0.5 μl Superscript III (200 units/μl) was incubated in a thermocycler for 30 minutes at 16°C, followed by 30°C for 30 seconds, 40°C for 30 seconds and 50°C for 1 second for a total of 60 cycles. Reactions were terminated by incubating at 85°C for 5 minutes. Real-time PCR was performed using an SsoFast EvaGreen Supermix (Bio-Rad) and CFX96TM Real-Time PCR Detection System (Bio-Rad). The PCR mixture contained cDNA from RT synthesis, 1 μM forward primer, 1 μM universal reverse primer, and 7 μl SYBER Green master mix and made to 14 μl with nuclease free water. All samples were run as triplicates. The expression levels of target miRNAs were normalized to artificial miRNA Spikes cel-mir-39 (tcaccgggtgtaaatcagcttg) and cel-mir-54 (tacccgtaatcttcataatccgag).

### Exosome isolation from tammar milk

This isolation process was performed at 4°C. The milk samples were thawed on ice and centrifuged at 5000 xg for 10 min to isolate the fat and cells. The samples were then centrifuged at 17,000 xg for 30 min to remove the excess cell debris and fat. Samples were subsequently subjected to ultracentrifugation at 50,000 xg for 60 min to remove casein micelles and collect the whey fraction. The whey fraction was filtered through a 0.4 μm PVDF filter and then a 0.2 μm PVDF filter to remove any further complex particles, and also to allow free flow of the sample through in the subsequent filtration step. The filtrate was loaded on to a 100 kDa filter column (Vivaspin 6, Sartorius AG) and centrifuged at 3900 xg for 90 min. The flowthrough purified milk exosome fraction was collected and stored at -80°C.

### Small RNA profiling on the Bio-analyser

miRNA was isolated from the milk exosome fraction and subjected to bio-analyser profiling to analyse the distribution of small RNA and estimate miRNA concentration using an Agilent 2100 Bioanalyzer and a Small RNA isolation kit (Agilent Technologies Australia). The experiment was performed as directed in the kit manual and 1 μl of the RNA preparation was used for the analysis.

### Electron-microscope (TEM) analysis of exosomes

Purified exosomes from milk samples were analysed using TEM. A drop of sample was placed on parrafilm and fixed with 2.5% gluteraldehyde for 10 minutes at room temperature. A copper grid (Formvar film on 300 mesh Cu Grids) was placed on the drop for 30 min. The sample grid was washed twice with deionized water to remove the excess fixative and stained with Nano-Wan (Nanoprobes). Samples were examined under a JEM-2100 LaB6 Transmission Electron Microscope.

### Stability of milk exosome miRNAs

The stability of milk miRNAs in the exosomal fraction were examined under the following conditions: (A) pH1.5 for 5 and 60 minutes; (B) pH4 for 5 and 60 minutes, the pH was altered by stepwise addition of 1 N HCL aliquots as required and (C) treatment with RNase was for 5 and 30 minutes at 37°C. Two chemically synthesised, free exogenous miRNAs which have no sequence similarity to tammar milk miRNAs (cel-mir-39 and cel-mir-54) were included with the exosomes as a control. The miRNAs were isolated and quantified by q-PCR as described above.

### Statistical analysis

The Q-PCR analysis were represented as mean ± standard error of mean (SEM) and the expression was statistically analysed by applying student *t*-Test. Differential expression was considered significant when P <0.05.

## Electronic supplementary material

Additional file 1: Table S1: Table listing the miRNAs expression in tammar wallaby milk and serum. Normalized miRNA expression of mapped reads in respective milk and serum samples. The empty boxes represent absence and 0 represents low expression of the respective miRNAs.

Additional file 2: Table S2: miRNAs found in individual samples of milk and serum from tammar females.

Additional file 3: Figure S1: Venn diagrams of the distribution of miRNAs found in milk and serum at lactation days 118 and 175.

Additional file 4: Table S4: Primer sequences used for miRNA quantification by PCR.

# Supplementary material for: Differential temporal expression of milk miRNA during the lactation cycle of the marsupial tammar wallaby (Macropus eugenii)
**Source:** BMC Genomics. 2014 Nov 23;15(1):1012. doi: 10.1186/1471-2164-15-1012
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: miRNAs found in individual samples of milk and serum from tammar females.

**Additional file 2: miRNAs found in individual samples of milk and serum from tammar females.**

| <b>Day-35</b>   | <b>Day-72</b>   | <b>Day-118</b>  | <b>Day-175</b>  | <b>Day-250</b>  | <b>D-118<br/>serum</b> | <b>D-175<br/>serum</b> |
|-----------------|-----------------|-----------------|-----------------|-----------------|------------------------|------------------------|
| miR-191         | miR-191         | miR-191         | <b>miR-148*</b> | <b>miR-375*</b> | miR-10b                | miR-10b                |
| miR-184         | miR-184         | miR-184         | miR-30a         | miR-191         | miR-10a                | miR-191                |
| let-7f          | <b>miR-148*</b> | <b>miR-148*</b> | <b>miR-375*</b> | miR-30a         | miR-191                | miR-10a                |
| miR-181c,a      | miR-181c,a      | <b>miR-375*</b> | miR-191         | <b>miR-148*</b> | miR-181c,a             | miR-92                 |
| <b>miR-148*</b> | let-7f          | let-7f          | let-7f          | miR-22          | miR-92                 | miR-181c,a             |
| let-7a          | miR-30a         | miR-181c,a      | miR-181c,a      | miR-181c,a      | miR-215                | miR-215                |
| miR-92          | <b>miR-375</b>  | miR-10b         | miR-143         | miR-141         | let-7i                 | miR-375                |
| miR-10b         | let-7a          | miR-30a         | miR-141         | miR-143         | miR-143                | miR-143                |
| <b>miR-375</b>  | miR-141         | let-7a          | miR-10b         | let-7f          | miR-375                | miR-22                 |
| let-7i          | miR-204         | miR-92          | let-7a          | let-7a          | miR-25                 | miR-25                 |

**\*MiRNAs mir-148 and miR-375 are highlighted to show the increase in their abundance along the lactation cycle.**

# Supplementary material for: Differential temporal expression of milk miRNA during the lactation cycle of the marsupial tammar wallaby (Macropus eugenii)
**Source:** BMC Genomics. 2014 Nov 23;15(1):1012. doi: 10.1186/1471-2164-15-1012
**Supplement:** Supplementary file 4 — Additional file 4: Table S4: Primer sequences used for miRNA quantification by PCR.

**Additional file 4: Primer sequences used for miRNA quantification by PCR.**

| <b>miRNAs</b>                   | <b>Stem-loop primers</b>                                              | <b>Forward primers</b>         |
|---------------------------------|-----------------------------------------------------------------------|--------------------------------|
| <b>mir148</b>                   | GTC GTA TCC AGT GC. GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC ACA AAG | CCG GGC TCA GTG CAC<br>TAC AG  |
| <b>mir22</b>                    | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC GCA GTT | CCA GGC AAG CTG CCA<br>GTT G   |
| <b>mir141</b>                   | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC GCA TCT | CGC GCC TAA CAC TGT<br>CTG GTA |
| <b>miR30a</b>                   | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC CTT CCA | GGC GCG TGT AAA CAT<br>CCT CGA |
| <b>miR92</b>                    | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC CAG GCC | GCG CTT ATT GCA CTT<br>GTC CCG |
| <b>cel-miR-54</b>               | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC CTC GGA | CGC GCG TAC CCG TAA<br>TCT TCA |
| <b>cel-miR-39</b>               | GTC GTA TCC AGT GCA GGG TCC GAG GTA TTC GCA<br>CTG GAT ACG AC CAA GCT | GAG CGC TCA CCG GGT<br>GTA     |
| <b>Universal reverse primer</b> |                                                                       | CCA GTG CAG GGT CCG<br>AGG TA  |

How the deposited data were processed for this re-analysis (not part of the article)

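Small RNA sequencing profiles of 5 pooled milk samples (days 35, 72, 118, 175 and 250 of lactation) and 2 pooled serum samples (days 118 and 175) of tammar wallabies were analysed, with 1 column of values per condition. The authors isolated RNA from skim milk and serum, sequenced small RNA on an Illumina HiSeq, removed adaptors and low quality reads, and counted known miRNAs with miRanalyzer. According to the paper, milk RNA and serum RNA were extracted with different kits. Fluid and kit therefore cannot be separated in any comparison of milk with serum. The deposited unit is the percent of annotated miRNA reads of the library, which the authors computed by dividing the reads of each miRNA by all annotated miRNA reads and rounded to 3 decimals. No column of per-sample values was left unused. The series record mentions 8 profiles and a duplicate for day 175. A second day 175 profile was not analysed here, and whether the day 175 values combine a duplicate is not known. The day labels of 2 of the milk samples and 1 of the serum samples differ from the days in the paper's tables and figures, and the latter were used. For the milk of day 72 the paper's methods give day 75, as the label does.

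From these percentages the ranks, the steps between days, the milk to serum ratios, the sets of fluid-specific miRNAs and the correlations of libraries were computed, with absent entries as 0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0, and R 4.3.3 with limma 3.58.1 were used. The plan made before the data were examined had foreseen read counts. As the deposited values are percent and not counts, the fallback of that plan was used for the test between fluids, limma on log2 of percent plus 0.001. Limits of 10 and 100 reads were replaced by 0.001% and 0.005%, and confidence intervals of shares and rarefied numbers were not computed. The 2 days served as the libraries of each fluid. The same females gave milk and serum according to the paper, so the day was also fitted as a block. The changes from day 118 to day 175 in milk and in serum correlated at -0.12 over 75 miRNAs. Simulated data had 20 of 75 miRNAs changed 16-fold, at a standard deviation of 0.7 on the log2 scale for all miRNAs. Over 50 runs limma recovered 91.3% of the changed miRNAs with 0.56 false calls per run. In the data the moderated standard deviation, here equal to the standard error, was larger and unequal, from 0.73 for miR-100 to 1.66 for miR-19a. The simulated rates therefore do not carry over to the data. For single named miRNAs 5 milk were compared with 2 serum libraries by an exact permutation test over 21 splits, with Benjamini-Hochberg adjustment over 54 miRNAs.

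The miRNAs named are those the paper names in its text or tables, the 10 most abundant of each library, and the 3 with the largest and the 3 with the smallest milk to serum ratio among those with at least 0.005% in the higher fluid on both days. Others are named where they make up a small set or were singled out after their values were seen. The members of the clusters in Figure 6B were copied from that figure. Its colours were read from the picture against its own colour bar. Inside the scale, 190 cells read this way differed from the deposited percentages by 0.0029 in the median and by 0.011 at most.

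The depth is unknown from the percentages. Numbers of reads were computed only from the totals in the paper's Table 2, for comparison with its Table 4 and for the miRNAs absent at day 35. The alternatives were other detection limits, miR-191 or miR-10b and miR-191 left out of the denominator, the centred log ratio (over the 40 miRNAs with at least 0.001% in every milk library, or the 52 in every library of days 118 and 175), percent of all analysed reads, other linkages and correlations, other pseudocounts, and each library left out in turn. Percent of all analysed reads multiplies each share by the library's percentage of reads aligned to miRNAs. It therefore brings back the variation from tRNA fragments and other factors that the paper's scaling was meant to remove. A value without a test was said to move when it changed by over 1.5-fold, or by 0.1 for a correlation, since there were no replicates to give a spread. Predicted miRNAs, quantitative PCR, exosome and stability measurements were not analysed here.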

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

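All tests in this part were chosen after the results were seen, and so were the limits used to single the results out, a share of at least 0.1% in 1 of the 4 libraries with more than 1.5-fold in opposite directions for the first group, and a milk share of at least 1% above serum for the second.

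The ratio of milk to serum pointed opposite ways at the 2 days for 5 miRNAs. MiR-191 was higher in milk at day 118, with a ratio of 7.60, and lower at day 175, with 0.665. The other 4 went from lower in milk to higher in milk, let-7i from 0.462 to 4.67, miR-21 from 0.571 to 14.3, miR-19b from 0.133 to 6.71 and miR-19a from 0.0769 to 13.1. Each ratio rests on 1 milk and 1 serum library, and the difference between the days was not tested. The fall of miR-10b in serum between the days is argued against as the whole explanation for miR-191, as with miR-10b left out of the denominators its ratio was 2.43 at day 118 and 0.308 at day 175, which is 7.87-fold apart against 11.4-fold with it. On the centred log ratio all 4 of the other miRNAs still pointed opposite ways, so the share taken by the most abundant miRNAs is not a sufficient explanation. An exchange of the serum libraries of the days stays open for miR-191, as day 175 milk over day 118 serum gave 1.68 and day 118 milk over day 175 serum gave 3.02, both on one side. Exchanged in this way, let-7i gave 1.48 and 1.46 and miR-21 gave 1.009 and 8.09 for milk of days 118 and 175, also on one side, while miR-19b gave 0.542 and 1.64 and miR-19a gave 0.500 and 2.02, still opposite. These are single libraries, and they do not decide it. A difference between the days of lactation, or between the few females pooled, also stays open and was not tested.

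MiR-143 reached 5.07% of milk miRNA reads and miR-429 reached 1.38%, both at day 175 and above both serum libraries. The paper lists miR-143 among its most abundant miRNAs and places both in cluster 5, without discussing either. MiR-143 was below its serum share at day 118, with a ratio of 0.876, and 5.11-fold above it at day 175. MiR-429 was 71.4-fold and 98.2-fold higher in milk. Without miR-10b and miR-191 in the denominators, the smaller log2 ratio of the pair at day 175 was 0.83, which argues against the large share of miR-10b in serum as the whole explanation at that day. Other technical explanations were not tested, and a mammary origin of these miRNAs remains a hypothesis that these libraries do not test.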

How the results depend on the processing

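The branch of serum libraries stayed apart from milk under average linkage, log2 percentages, Spearman correlation and without miR-10b and miR-191. The correlation at which milk and serum joined was 0.29, and it was 0.17 with average linkage, 0.81 with log2 percentages and 0.82 with Spearman correlation. The correlation of milk with serum moved in the same way, from 0.14 to 0.80 with log2 percentages and 0.82 as Spearman correlation at day 118, and from 0.21 to 0.79 and 0.78 at day 175. The raw percentages give most weight to miR-10b and miR-191, but without these 2 the correlations were 0.23 and 0.14, so they are not the only miRNAs that hold the correlation low.

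The number of miRNAs rising at every step was 4, and it was 2 with miR-191 left out of the denominator, 3 on the centred log ratio, 2 as percent of all analysed reads and 3 among miRNAs with at least 0.001% in every milk library. Falling at every step were 0 miRNAs, and 1 (let-7a) on the centred log ratio. No miRNA rose at every step in all of these settings. The cause of these changes was not tested. The number of miRNAs higher at day 250 than at day 35 stayed between 35 and 43, and the number of cluster 5 members higher at day 250 between 25 and 30 for the lists of the paper, the highest as percent of all analysed reads. In 5 groups made by average linkage on the milk profiles, 38 members of the largest group of 58 were higher at day 250. The number of cluster 2 members highest at day 35 was 2 with miR-191 left out of the denominator and on the centred log ratio, and 1, miR-222a, as percent of all analysed reads, chosen after the data were examined.

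Each scaling alternative adds 1 constant to every log2 change between day 250 and day 35, of -0.50 with miR-191 left out of the denominator, 0.29 on the centred log ratio and 1.27 as percent of all analysed reads. How far the single changes moved is set by these constants and says nothing about their stability. The constants changed the sign for the smallest changes, to -0.15 for miR-21 with miR-191 left out, to 0.075 on the centred log ratio and 1.06 as percent of all analysed reads for the miR-181 entry, and as percent of all analysed reads also to 0.92 for miR-10a, 0.68 for miR-181b and 0.67 for miR-26. The log2 milk to serum ratios likewise shift by 1 constant per day, of -1.07 and -1.52 at days 118 and 175 without miR-10b and miR-191 and of -0.41 and -1.50 on the centred log ratio. By these constants 25 ratios changed sign without miR-10b and miR-191 and 19 on the centred log ratio. Of these, 8 and 6 were of named miRNAs. Among the named, the sign changed for the miR-181 entry, to -0.40 at day 118 and -0.86 at day 175 without miR-10b and miR-191. On the centred log ratio the sign of this entry changed at day 175, to -0.84. It also changed for miR-130a at day 175, to -1.24 and -1.22 under these settings, for miR-186 at day 118, to -0.42 without miR-10b and miR-191, and for 4 named miRNAs under 0.005%. With the mean of both days in place of single days, the sign changed for miR-191 at day 175, to 1.17, and for miR-130a at day 175, to -0.65, because the ratios of the days have opposite signs.

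The number of milk specific miRNAs was 9, and it was 18 across all 7 libraries and 3 when a 100-fold higher share was asked for. The number of serum specific miRNAs was 10, 6 across all 7 libraries and 0 with a 100-fold higher share. These sets hold miRNAs near the lowest printed share, so the depth of the libraries limits them.

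The 14 miRNAs that differed between milk and serum in limma became 17 with 0.01 as pseudocount and the same 14 over all 90 miRNAs with any read. With 0.01 as pseudocount 13 of the 14 were kept and miR-150 was lost, while miR-375 and let-7b were among the 4 gained. Over all fits the limma adjusted p ranged from 0.0082 to 0.10 for miR-375, from 0.023 to 0.145 for miR-150 and from 0.043 to 0.19 for let-7b. With the day as a replicate block there were 0, with 20 at an unadjusted p under 0.05 against 22 without it. The smallest limma adjusted p with the block was 0.079. The log2 differences are the same with and without the block. All 14 had a smaller standard error with the block, such as 0.33 against 0.74 for miR-10b. The block leaves the fit on 4 libraries fewer residual degrees of freedom. The loss of calls therefore does not show that the day accounts for the differences. With the days crossed in the block, chosen after the data were examined, 7 miRNAs were called. With each library left out in turn the 14 kept their direction. This is no test of stability, as both milk values of each lay on one side of both serum values. In these fits between 31 and 51 of the 75 tested miRNAs were higher in milk, against 41 with all 4 libraries. In the exact permutation test 16 of 54 miRNAs reached the smallest p that 21 splits allow, 18 with 0.01 as pseudocount, and none passed adjustment. Passing would have needed nearly all 54 at that smallest p, so the failure does not count against a difference. The 54 include miRNAs that the paper names for a difference between the fluids, so the number 16 is not compared with chance. Leaving out a library can only raise the number of separated miRNAs and is no test of stability.

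The alternatives that need read counts, namely TMM factors, DESeq2 and rarefied numbers, were not run, as the values are percentages.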

Differences from the paper's values

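For miR-204 the totals of the paper's Table 2 and the deposited shares give 1510 reads in milk at days 118 and 175 together, against the paper's 58142. For miR-1549 they give 39.7 reads against the paper's 560, for miR-107 39.7 against the paper's 104, and for miR-34a 39.7 against the paper's 60, with a rounding error of 19.9 reads on each. None of the alternatives set before the data were examined applies to these numbers. With the largest library of the same fluid in place of days 118 and 175 together, chosen after seeing the values, all reads of Table 4 that could be compared, 11 in milk and 9 in serum, fell within rounding or 1.5-fold of the paper's. For miR-204 and miR-107 that library was day 72 and for miR-1549 day 35.

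Milk and serum joined at a correlation of 0.29, against about 0.27 in Fig. 6A, read by eye. The alternatives set before the data were examined did not close the gap, with 0.17 for average linkage, 0.81 for log2 percentages, 0.82 for Spearman correlation and 0.23 without miR-10b and miR-191. With absent entries left out of each pair, chosen after seeing the values, it was 0.27, also with entries listed at 0 set to 1%.

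The number of milk specific miRNAs was 9 against the paper's 13, and of serum specific miRNAs 10 against the paper's 9, neither beyond 1.5-fold. MiR-204, miR-200b and miR-200c, which the paper calls milk specific, are listed at 0 in at least 1 serum library. Counting such entries as absent, chosen after the data were examined, calls all 3 milk specific.

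The paper describes cluster 2 as highest at day 35, and 2 of its 7 members were highest then. It describes miR-101 and miR-182 as decreasing gradually, and both were highest at day 175, with 0.681% and 0.247%. With miR-191 left out of the denominator and on the centred log ratio miR-182 was highest at day 35, though still with upward steps after day 72. It describes miR-184 and let-7f likewise, and miR-184 rose from day 35 to day 72 and let-7f from day 118 to day 175. Under each scaling alternative let-7f had at least 1 upward step, from day 72 to day 118 with miR-191 left out of the denominator and from day 35 to day 72 on the centred log ratio. It describes miR-148 as increasing gradually up to late phase 2B, and its share fell from 10.6% at day 72 to 8.32% at day 118. With miR-191 left out of the denominator, set before the data were examined, it rose at each step up to day 175, with 14.7% and 14.8% at days 72 and 118. The other scaling alternatives kept the fall. The centred log ratio fell at both steps from day 72 to day 175 and was highest at day 72. The percent of all analysed reads fell from 5.31 to 1.73 at day 118 and was highest at day 250. That fall also holds the lower percentage of reads aligned to miRNAs in the day 118 library. It describes miR-141 and miR-146 as increasing gradually, and miR-141 dipped to 0.684% at day 118 while miR-146b was highest at day 118 with 0.355%, or at day 250 as percent of all analysed reads. MiR-146a, which the paper's Table 6 lists, rose at every step, but on the centred log ratio it fell from day 118 to day 175. It describes miR-30a and miR-130a likewise, and each had 1 downward step. These steps were small, from 3.46% at day 72 to 3.36% at day 118 for miR-30a and from 0.066% at day 35 to 0.063% at day 72 for miR-130a. Neither reached the 1.5-fold used here for a value that moved, so they do not count against a gradual rise of miR-30a and miR-130a. Those of the scaling alternatives under which they rose at every step were miR-191 left out of the denominator for miR-30a and the centred log ratio for miR-130a.

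The paper places miR-10b among the most highly expressed few miRNAs in all samples, and in milk it ranked 8, 11, 7, 9 and 11 in order of day. It describes miR-122, miR-222a and miR-1549 as uniquely expressed at day 35 and lower afterwards. Each was highest at day 35, but miR-122 and miR-222a were listed in all 5 milk libraries and miR-1549 in 4. It describes miR-204 as confined to early lactation, and miR-204 took 0.038% at day 175. It describes the number of miRNAs as increasing steadily, and the number listed fell from 85 at day 72 to 58 at day 118. With entries under 0.001% left out it also fell from 81 at day 175 to 70 at day 250. It describes the miRNAs chosen for quantitative PCR as exceeding serum by a much larger factor than found here, where the highest ratio among miR-148, miR-22, miR-141 and miR-30a was 496 and the lowest 2.40. The legend of Fig. 6 gives black as marking miRNAs under 0.001%, and the 70 black cells of Fig. 6B held deposited values from 0.001% to 0.003%.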

Other observations

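All tests in this part were chosen after the results they explain were seen.

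In Fig. 6B the 29 cells whose deposited entry is 0 were all drawn in the colour of the top of the scale, like the 63 cells with 1% or more, while the 107 cells of absent miRNAs were grey. A candidate explanation is that entries listed at 0 held the value 1 in the matrix that was clustered. Solving for the value of these entries that gives the correlation typeset at the root of Fig. 6A, with absent entries left out of each pair, gave 1, and with 1 in their place the root matched the typeset number to 7 decimals. The other explanation, a fault of the colours alone, is argued against by the root of 0.271 that the deposited values give with absent entries left out, and of 0.293 with absent entries as 0. The branch of serum libraries stayed apart either way.

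The same substitution bears on cluster 2. The colour of its cluster mean at day 35 reads as 0.826 on the scale of the figure. The mean of the 7 deposited shares is 0.0674%, and with the 5 entries listed at 0 set to 1 it is 0.782%. The read value lies nearer to the second mean, but misses it by more than 0.011, the largest reading difference of single cells. Means without such entries were missed too, as in cluster 5 at day 72, read as 0.529 against a mean of 0.624%. The day 35 peak of cluster 2 may therefore come from its 5 entries listed at 0, though the match is rough. MiR-181b and miR-222a are the members whose deposited shares peak then. In the other clusters, entries at 0 numbered 8 in cluster 1, 5 in cluster 3, 6 in cluster 4 and 5 in cluster 5. The clustering algorithm itself was not rerun.

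At day 35, 37 miRNAs that were listed at day 72 were absent, and 0 were listed at day 35 and absent at day 72. From the paper's read totals, and with the day 72 share at the lowest value that the rounding allows, 15 of the 37 would give 10 or more reads at day 35, 6 of them 100 or more, up to 656 for miR-19a. Lower depth alone is therefore argued against for these 15, as far as counting error goes, since reads after PCR are not independent molecules. For the other 22 the depth and a true absence cannot be told apart, because fewer than 10 reads are possible within the rounding. A change with the day of lactation stays open, untested, as do library preparation and RNA quality, since each day is 1 library.

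Of the 64 miRNAs with at least 0.005% in a milk library, 26 had their highest share at day 175, against 8, 12, 5 and 13 at days 35, 72, 118 and 250. With miR-191 left out of the denominator 21 of 63 did, still the commonest day, which argues against the fall of miR-191 as the whole explanation of the pattern in the shares. On the centred log ratio 10 did and 20 were highest at day 250, and as percent of all analysed reads 21 of 64 did and 22 were highest at day 250, so day 175 is the commonest day under only part of the scalings. The excess at day 175 may therefore come from a few abundant miRNAs that set the scale, and it is not a statement about amounts of miRNA in milk.

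The milk share of miR-10b was 4.95% of its serum share at day 118 and 6.78% at day 175, and that of miR-10a was 6.71% and 6.77%. A possible explanation is serum carried over into milk, which would bring every serum miRNA along. Below the level of miR-10b beyond rounding lay 4 cases, miR-150 at both days, and miR-223 and miR-10a at day 175. Carry-over of this size and mammary secretion of miR-10b cannot be told apart here, because miR-150 and miR-223 lie at or under 0.001% in the milk libraries concerned and miR-10a differs by a very small margin.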
